A study of Mus musculus with 12 samples.

How the data were processed

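RNA was measured in 12 libraries of mouse glutamatergic neurons that were grown in vitro from embryonic stem cells and harvested at day 21. Per the labels, poly(A) RNA was made into strand-specific libraries. The labels place the libraries in 4 groups of 3: wild-type (WT) and knockout (KO) neurons, each given water as vehicle or the ROCK inhibitor Y-27632 at 10 µM for 2 h. KO stands for deletion of a microexon of Daam1, a gene for a formin that nucleates actin filaments. Each of the 6 labelled cell lines, 3 WT and 3 KO, gave 1 vehicle library and 1 inhibitor library. The text describing the series speaks of hippocampus while every sample label describes neurons made in culture, and the sample labels were followed. The groups were taken from the labels alone.

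The authors deposited a table of 36902 genes for each library, with an Ensembl identifier, a read count and a cRPKM value per gene. The deposited counts are whole numbers and were not normalized. The deposited cRPKM values are RPKM, reads scaled by gene length and library size, in a corrected form that the labels do not explain. In 1851 genes with over 2000 counts in every library, the ratio of count to cRPKM differed between libraries by the ratio of their total counts, so both columns carry the same measurement. The aligner, genome build, annotation, read filters and whether counting used the strand are not stated in the labels or the files, which have no header. In every table, 3342 genes were NA, which left 33560 genes with counts, and 33371 of these identifiers matched a gene symbol in a reference table of mouse gene names. Coordinates are those of the GENCODE M21 annotation (GRCm38) for the same Ensembl identifier.

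Library totals ran from 23253566 to 35012561 counts. Values per library are CPM, counts scaled to a common library total with TMM factors. A group whose libraries all held 3 counts or fewer was treated as lying at the floor, and a fold change against it was computed as a bound. Without molecular identifiers, a floor covers counting error alone.

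Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit with robust estimation and the quasi-likelihood F test), after filterByExpr by group, which kept 15443 genes. All 12 libraries entered 1 fit with a coefficient per group. From it came the KO against WT difference in vehicle and in inhibitor, the inhibitor against vehicle difference in WT and in KO, the interaction of genotype and treatment, treated KO against untreated WT, and the treatment effect averaged over both genotypes. For the genotype difference over both treatments, the 2 libraries of each cell line were summed and 3 KO lines were tested against 3 WT lines, over 16090 genes. P-values were adjusted by the Benjamini-Hochberg method and a gene was called at an adjusted p below 0.05. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. The biological coefficient of variation (BCV) was 0.411 over the 12 libraries and 0.360 over the line sums.

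The genes to be named were fixed by a rule written before the data were examined. In each comparison, up to 4 called genes that rose and 4 that fell were to be named by largest fold change, if their mean was at least 1 CPM and the libraries compared did not overlap; where no gene was called, the 2 genes with the smallest adjusted p were to be named as not passing. In 7 of the 8 comparisons from 3590 to 15443 genes shared the smallest adjusted p, so that the unadjusted p decided which were named, an order the rule had not stated. Daam1 was always named, and list genes were named where they passed over their list alone. Genes outside this rule are named as chosen after their values were seen. The 4 gene lists were also fixed before the data were examined. The report gives SRF and YAP target genes, immediate early genes and synaptic genes, and the results of the remaining list are not reported here, although its tests count in the adjustments and totals. They were tested with limma camera (limma 3.58.1, inter-gene correlation 0.01) on log2 CPM with a prior count of 2, in 5 comparisons, which gave 20 tests adjusted together. In addition, 6 lists of cell type markers (glutamatergic, GABAergic, astrocyte, progenitor, mesenchymal and pluripotent) were used to look at the mix of cells. A list score is the mean log2 CPM of a list in a library minus its mean over the 12 libraries.

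The procedure was tested on simulated counts with the means, totals and spread of these libraries, in which 200 genes were changed. The changed genes had a mean of at least 1 CPM, and each gene was drawn independently of the others. With the spread of these data, 20% of genes changed by 1 on the log2 scale were recovered, 72% of those changed by 2, 90% of those changed by 3 and 94% of those changed by 4 (50 genes each), with 6 false calls among 15318 genes. With a BCV of 0.1, 100% were recovered at each of these changes. The simulation holds no library that stands apart across genes, as some real ones do. With the spread of these data, 4.59% of unchanged simulated genes had an unadjusted p below 0.05. In the real genotype comparison in vehicle 1.99% of genes did. The recovered shares may therefore be too high for these data.

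The vehicle and inhibitor libraries of a cell line are paired by the line the labels give, so whether they deviate together from their group means was checked. The correlation of these deviations across genes was -0.142 on average over the 6 lines (from -0.723 to 0.574), against 0.101 for libraries of different lines of a genotype. The average of the labelled pairing was reached by 25 of the 36 possible assignments of inhibitor to vehicle libraries (exact permutation p of 0.694, one-sided). The pairing therefore comes from the labels, and the correlation across genes does not show it. Within each group, every pair of libraries differed by more than sampling noise (chi-square per degree of freedom of at least 3.90), so no library was counted as a duplicate.

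The alternatives were RLE normalization, scaling by library totals alone, DESeq2 1.42.0, no filter on low counts, a mean of at least 1 CPM, limma on log2(cRPKM + 1) for genes with a mean cRPKM of at least 1, limma on log2(cRPKM + 0.1), limma on log2(cRPKM + 1) for all genes with a value above 0 in any library, fits with the cell line or the replicate number as a block, fits of the compared groups alone, and each library or cell line left out. For the lists they were fry and camera with an estimated correlation. After the data were seen, limma voom with a weight per library, the progenitor list score as a covariate, the exclusion of the lines labelled 3 and, for the correlation of effects, each library left out were added. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.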

Results

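Gene expression was measured by poly(A) RNA sequencing in 12 libraries of glutamatergic neurons made in vitro from mouse embryonic stem cells. Neurons were WT or lacked a microexon of Daam1 (KO), and received water or the ROCK inhibitor Y-27632 for 2 h at day 21 in culture. Y-27632 blocks ROCK, a kinase that acts on the actin cytoskeleton. Each of the 4 combinations was represented by 3 labelled cell lines. In vehicle, WT libraries held 28388788, 26487028 and 30080749 counts (lines 1 to 3) and KO libraries 28122578, 23253566 and 26037690 counts. In inhibitor, WT libraries held 30287886, 27017878 and 30479869 counts and KO libraries 31777286, 35012561 and 29629155 counts. The most abundant gene in each library was mt-Co1, a mitochondrial gene, with 3.29% to 5.72% of counts.

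The libraries were first compared over the 15443 genes kept for testing. The first principal component held 74.3% of the variance and the second 9.86%. The KO inhibitor library of line 3 lay at 163 on the first component, while the other 11 lay between -73.8 and 68.1. Its median correlation with the other libraries was 0.854 (Pearson's r across genes of log2 CPM), and that of the other 11 ranged from 0.953 to 0.986. The WT vehicle library of line 2 (68.1) and the WT inhibitor library of line 3 (60.3) followed on the first component. The library most correlated with each of these was the other one (r of 0.985), although they differ in line and treatment.

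**Figure D1:**
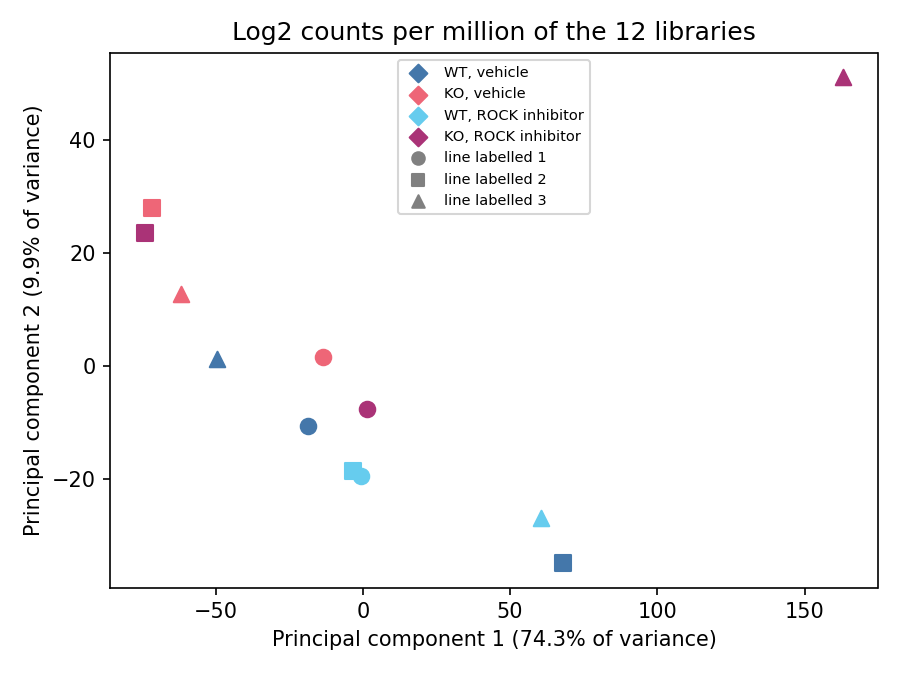
The first 2 principal components of log2 CPM for each of the 12 libraries, with colour for the group and symbol for the number of the labelled cell line (axes in component scores). The KO inhibitor library of line 3 lies at 163 on the first component, and the other 11 libraries lie between -73.8 and 68.1.

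Daam1 itself was examined first, since the KO lines carry a deletion in it. Daam1 (ENSMUSG00000034574) is annotated on chromosome 12 from 71831078 to 71992333 on the plus strand (GRCm38). Among its annotated exons, 1 distinct exon is 30 nt or shorter. It is exon 16 of 2 of the 3 coding transcripts, 27 nt long, from 71958747 to 71958773. The labels do not say which exon was deleted, and a count per gene cannot show the loss of so short an exon, so Daam1 counts do not check the genotype labels. Daam1 was at 167 ± 14.7 CPM in WT vehicle, 166 ± 14.2 in KO vehicle, 157 ± 20.5 in WT inhibitor and 141 ± 64.2 in KO inhibitor libraries (mean ± SD, n = 3 each). The single libraries held 166, 154 and 183 CPM (WT vehicle), 155, 161 and 182 CPM (KO vehicle), 168, 169 and 133 CPM (WT inhibitor) and 167, 188 and 67.9 CPM (KO inhibitor), each for lines 1 to 3. The KO against WT difference was -0.0092 ± 0.30 on the log2 scale in vehicle (± SE, edgeR adjusted p of 0.999) and -0.15 ± 0.30 in inhibitor (adjusted p of 0.893), smaller than the spread between libraries. In inhibitor the direction rested on line 3: without its KO library the difference was 0.18 (edgeR adjusted p of 0.613, and from 0.483 to 0.998 over all alternatives).

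**Figure D2:**
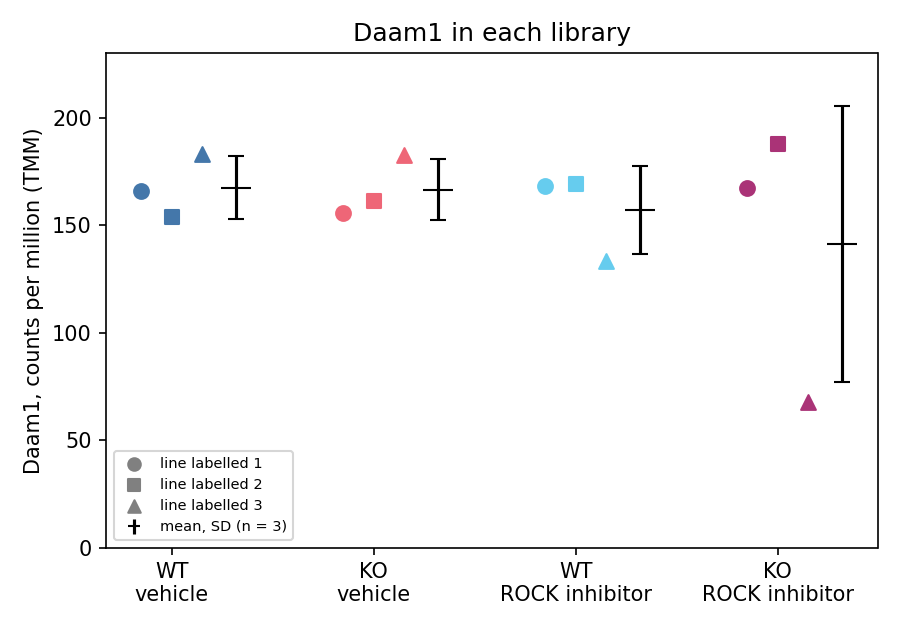
Daam1 in CPM (vertical axis) for each library, by group (horizontal axis). Points are libraries, with the symbol giving the line, and bars are the mean and SD (n = 3). The KO inhibitor library of line 3 lies at 67.9 CPM and the other 11 libraries between 133 and 188 CPM.

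The effect of the microexon deletion was read from KO against WT neurons in vehicle. No gene of 15443 reached an edgeR adjusted p below 0.05. At an unadjusted p below 0.05 there were 307 genes, 86 higher and 221 lower in KO, where chance alone would give 772. The alternative that moved this result most was DESeq2, which called 11 genes, 1 higher and 10 lower. Among the fits that each left out 1 library 0 genes passed, and the number at an unadjusted p below 0.05 ranged from 170 (without the WT vehicle library of line 2) to 1336 (without the KO inhibitor library of line 3). In 1934 genes (12.5%, where chance gives 10%) the KO and WT libraries did not overlap, 1177 higher and 757 lower in KO, the opposite balance to that at an unadjusted p below 0.05. The 2 genes with the smallest unadjusted p, among 15213 that shared the smallest adjusted p, did not pass. Lrmp (ENSMUSG00000030263, chromosome 6, 145115653 to 145174934) had 591, 145 and 498 counts in the WT and 0, 0 and 2 counts in the KO vehicle libraries. All 3 KO libraries lay at or under the floor of 3 counts, so Lrmp was at least 118-fold lower, with an edgeR adjusted p of 0.999. Under DESeq2 it passed, with an adjusted p of 5.31e-05, the lowest over all alternatives (up to 1.00). Lrmp overlaps Casc1 on the opposite strand, at 0.475 CPM on average, below the 5.65 to 20.3 CPM of Lrmp in the WT vehicle libraries. Hoxc8 (ENSMUSG00000001657, chromosome 15, 102990607 to 102994111) was at 1.62 ± 0.539 CPM in WT and 0.193 ± 0.0873 CPM in KO, a log2 fold change of -3.03 ± 0.57 (edgeR adjusted p of 0.999). Under DESeq2 Hoxc8 passed too, with an adjusted p of 0.00674. Hoxc8 overlaps the annotation of Hoxc5 on the same strand, and is uncertain for that reason.

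The same genotype comparison was made in neurons given the inhibitor. Again 0 genes passed in edgeR, with 540 at an unadjusted p below 0.05 (204 higher and 336 lower in KO). DESeq2 called 18 genes, 4 higher and 14 lower. The number at an unadjusted p below 0.05 ranged from 272 (without the WT library of line 1 in inhibitor) to 1481 (without the KO library of line 3 in inhibitor) when 1 library was left out. The libraries did not overlap in 1627 genes (10.5%, where chance gives 10%), 542 higher and 1085 lower in KO. Hoxc8 was lowest in unadjusted p, with a log2 fold change of -3.43 ± 0.57 (0.174 ± 0.127 against 1.91 ± 0.807 CPM, edgeR adjusted p of 0.856). Rec8 (ENSMUSG00000002324, chromosome 14, 55618037 to 55625395) was at 28.5 ± 2.72 CPM in WT and 11.5 ± 2.77 CPM in KO, a log2 fold change of -1.30 ± 0.23 (adjusted p of 0.856). Both genes passed under DESeq2 (adjusted p of 0.000114 for Hoxc8 and 0.000342 for Rec8, the lowest over all alternatives, which reached 0.998 for both).

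When the 2 libraries of each line were summed, KO and WT lines were compared over both treatments (3 against 3 lines). No gene of 16090 passed in edgeR, and the smallest adjusted p was 0.0771. There were 426 genes at an unadjusted p below 0.05 (158 higher and 268 lower in KO), where chance would give 804.5. DESeq2 called 88 genes, 7 higher and 81 lower. Ptprv (ENSMUSG00000097993, chromosome 1, 135108497 to 135132594) had a log2 fold change of -3.14 ± 0.20 (edgeR adjusted p of 0.0771) and Dcn (ENSMUSG00000019929, chromosome 10, 97479609 to 97518143) of -2.88 ± 0.21 (adjusted p of 0.101). Ptprv ranged from 1.93 to 16.1 CPM in WT and from 0.350 to 1.57 CPM in KO libraries, and Dcn from 5.26 to 44.2 CPM and from 1.38 to 4.71 CPM. For Ptprv, WT line 3 held 59 counts in vehicle and 486 in inhibitor, and WT line 2 held 309 and 101. For Dcn these lines held 161 and 1284 counts, and 1136 and 387 counts. The SE and p-values over line sums leave out this spread within lines, and they rest on the labelled pairing. Without a filter on low counts both passed in edgeR, with an adjusted p of 0.0327 each; over all alternatives the adjusted p ranged from 4.83e-39 (DESeq2) to 0.661 for Ptprv and from 1.09e-29 (DESeq2) to 0.767 for Dcn. When 1 line was left out, the smallest edgeR adjusted p ranged from 0.0516 to 0.657. Without KO line 3 it was 0.0516, and 2136 genes had an unadjusted p below 0.05.

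The response to the inhibitor was compared within each genotype. In WT neurons 0 genes passed in edgeR and 47 had an unadjusted p below 0.05 (26 higher and 21 lower; 212 without the KO inhibitor library of line 3, which enters through the shared spread), with 922 genes (5.97%, against 10% by chance) in which inhibitor and vehicle libraries did not overlap, 470 higher and 452 lower. All 15443 genes shared the same adjusted p, and the 2 with the smallest unadjusted p were Olfr506 (ENSMUSG00000058244) and B130046B21Rik (ENSMUSG00000097414), at 0.326 and 0.796 CPM on average. Their log2 fold changes were -1.05 ± 0.30 and 0.95 ± 0.28, and the edgeR adjusted p was 1.00. B130046B21Rik is annotated antisense to Ddn and Prkag1, and its counts are uncertain since the use of strand is not stated; Olfr506, one of the large family of olfactory receptors, can share reads with related copies.

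In KO neurons 0 genes passed for inhibitor against vehicle, and 1088 had an unadjusted p below 0.05 (926 higher and 162 lower), more than the 772 that chance would give. When 1 library was left out that count ranged from 141 (without the KO vehicle library of line 2) to 4117 (without the KO inhibitor library of line 2), and it was 180 without the KO inhibitor library of line 3. In 1365 genes (8.84%, against 10% by chance) the libraries did not overlap, 493 higher and 872 lower with inhibitor, the opposite balance to that at an unadjusted p below 0.05. Noxred1 (ENSMUSG00000072919, chromosome 12, 87221040 to 87238732) fell from 0.869 ± 0.244 to 0.254 ± 0.0827 CPM, a log2 fold change of -1.76 ± 0.41. D330041H03Rik (ENSMUSG00000073437), which overlaps Abca3 on the opposite strand and is uncertain for that reason, changed by 1.88 ± 0.47. Neither passed (edgeR adjusted p of 0.474 for both). Averaged over both genotypes, the inhibitor gave 0 genes that passed and 175 at an unadjusted p below 0.05 (128 higher and 47 lower), from 61 to 1884 when 1 library was left out (without the WT library of line 3 or the KO library of line 2 in inhibitor). The smallest adjusted p, 0.767, was shared by 10028 genes, and lowest in unadjusted p were 9230116N13Rik (ENSMUSG00000097403, log2 fold change of -0.86 ± 0.21, antisense to Ddx59 and uncertain for that reason) and Gm11542 (ENSMUSG00000085051, -1.11 ± 0.28).

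Whether the response differed between genotypes was tested as an interaction. No gene passed in edgeR, and 185 genes had an unadjusted p below 0.05 (99 higher and 86 lower), from 77 without the WT vehicle library of line 2 to 1214 without the KO inhibitor library of line 2. B130046B21Rik (-1.64 ± 0.40) and 5033403F01Rik (ENSMUSG00000096932, -1.67 ± 0.44, antisense to Slc35b3 and uncertain for that reason) had the smallest unadjusted p and an edgeR adjusted p of 0.808, shared by 7134 genes.

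Treated KO neurons were also set against untreated WT neurons, to see whether the inhibitor brought KO neurons to the WT state. Again 0 genes passed in edgeR, and 389 had an unadjusted p below 0.05 (148 higher and 241 lower), from 223 without the WT vehicle library of line 1 to 1474 without the KO inhibitor library of line 2. DESeq2 called 13 genes, 1 higher and 12 lower. In 735 genes (4.76%, against 10% by chance) the libraries did not overlap, 282 higher and 453 lower. Hoxc8 (-3.19 ± 0.57) and Nkx3-2 (ENSMUSG00000049691, chromosome 5, 41761483 to 41764501, -1.39 ± 0.25) had the smallest unadjusted p and an edgeR adjusted p of 0.847, shared by 8752 genes. In edgeR, a count of 0 in KO vehicle against WT vehicle leaves no called effect for the inhibitor to undo. DESeq2 did call genes in KO vehicle. Of these, Lrmp, Hoxc8, Fbn2, Cpz and Slc6a2 (named after their values were seen) were called lower again in treated KO against untreated WT. The log2 fold changes of these named genes ranged from -9.05 to -2.68 in vehicle and from -8.06 to -2.43 in treated KO. The others were not called there, which does not show a return to WT. Across genes, the KO effect in vehicle and the inhibitor effect in KO had a Pearson's r of -0.802. Both use the KO vehicle libraries, and in 40 simulations with no change in any group r lay between -0.535 and -0.489 (mean of -0.506). Genes are not independent replicates, and r was -0.236 without the WT vehicle library of line 2 and -0.562 without the KO inhibitor library of line 3. The KO effect in inhibitor and the inhibitor effect in KO, which share the KO inhibitor libraries, had an r of 0.752, against a mean of 0.499 in the simulations.

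The gene lists were then tested as sets. In camera with its preset correlation, 8 of 20 tests had an adjusted p below 0.05. SRF and YAP targets (29 genes tested) were lower in KO vehicle (median log2 difference of -0.84, lower in 27 genes, adjusted p of 5.02e-06), higher with inhibitor in KO (0.94, higher in 26 genes, adjusted p of 0.000185) and positive in the interaction (0.97, positive in 29 genes, adjusted p of 1.27e-05). Synaptic genes (34 tested) were lower in KO in inhibitor (-0.51, lower in 34 genes, adjusted p of 5.02e-06), lower with inhibitor in KO (-0.55, lower in 33 genes, adjusted p of 7.43e-06) and negative in the interaction (-0.59, negative in 34 genes, adjusted p of 1.27e-05). Immediate early genes (25 tested) were lower in KO vehicle (-0.15, lower in 17 genes, adjusted p of 0.0458) and positive in the interaction (0.22, positive in 17 genes, adjusted p of 0.0391); under scaling by library totals neither passed (camera adjusted p of 0.0610 for both). When 1 library was left out, the immediate early interaction ranged from 0.093 (without the WT vehicle library of line 2, camera adjusted p of 0.550) to 0.57 (without that of line 3, 0.00182), and the difference in vehicle from -0.38 (without the WT vehicle library of line 3, 0.00105) to 0.023 (without the KO vehicle library of line 2, 0.975). No call held under fry or with an estimated correlation (0 of 20 tests each, and 0 at an unadjusted p below 0.05). The medians above are of log2 CPM, and edgeR fold changes gave other sizes with the same sign. In the interaction the edgeR median was 1.89 for SRF and YAP targets and -0.37 for synaptic genes. For synaptic genes in KO in inhibitor it was -0.27. Single libraries carried the calls. Without the WT vehicle library of line 2 the SRF and YAP difference in vehicle was -0.12 (camera adjusted p of 0.642), and without the KO inhibitor library of line 3 the SRF and YAP change with inhibitor in KO was 0.078 (0.703) and that of synaptic genes was 0.044 (0.172). Without that library synaptic genes were higher in KO in inhibitor (0.088, camera adjusted p of 0.0252) and in vehicle (0.065, 0.0367). SRF and YAP targets, at 0.098 in KO in inhibitor with all libraries, were then at -0.84 (higher in 5 of 30 genes, camera adjusted p of 0.0168), near their difference in vehicle; without the KO inhibitor library of line 2 they were at 0.61 (0.00211), and the adjusted p over all alternatives reached 0.946. Immediate early genes with inhibitor in KO were at 0.22 without the KO inhibitor library of line 3 (higher in 21 genes, camera adjusted p of 0.0252, and up to 0.975 over all alternatives). Without it the interaction was 0.25 for immediate early genes (positive in 21 genes, 0.0312), 0.079 for SRF and YAP targets (0.369) and 0.0056 for synaptic genes (0.638). Over all alternatives the adjusted p of these 6 SRF and YAP or synaptic list results ranged from 1.46e-09 to 0.946. With inhibitor in WT no list passed with all libraries. SRF and YAP targets had a median of 0.044 there, although the direction in camera was down (camera adjusted p of 0.0926). Their edgeR median there was -0.16. They were at 0.50 without the WT vehicle library of line 2 (0.000146). Without that of line 3 they were at -0.40 (1.30e-07). Immediate early genes, at -0.025 (0.0926), were at 0.15 (0.192) and -0.22 (2.91e-05) in these fits. Synaptic genes passed in no fit that left out 1 library. No single gene of the 4 lists passed in edgeR in any of the 8 comparisons, adjusted over the list alone or over all genes tested; at an unadjusted p below 0.05 the lists held between 0 and 5 genes per comparison.

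**Figure D3:**
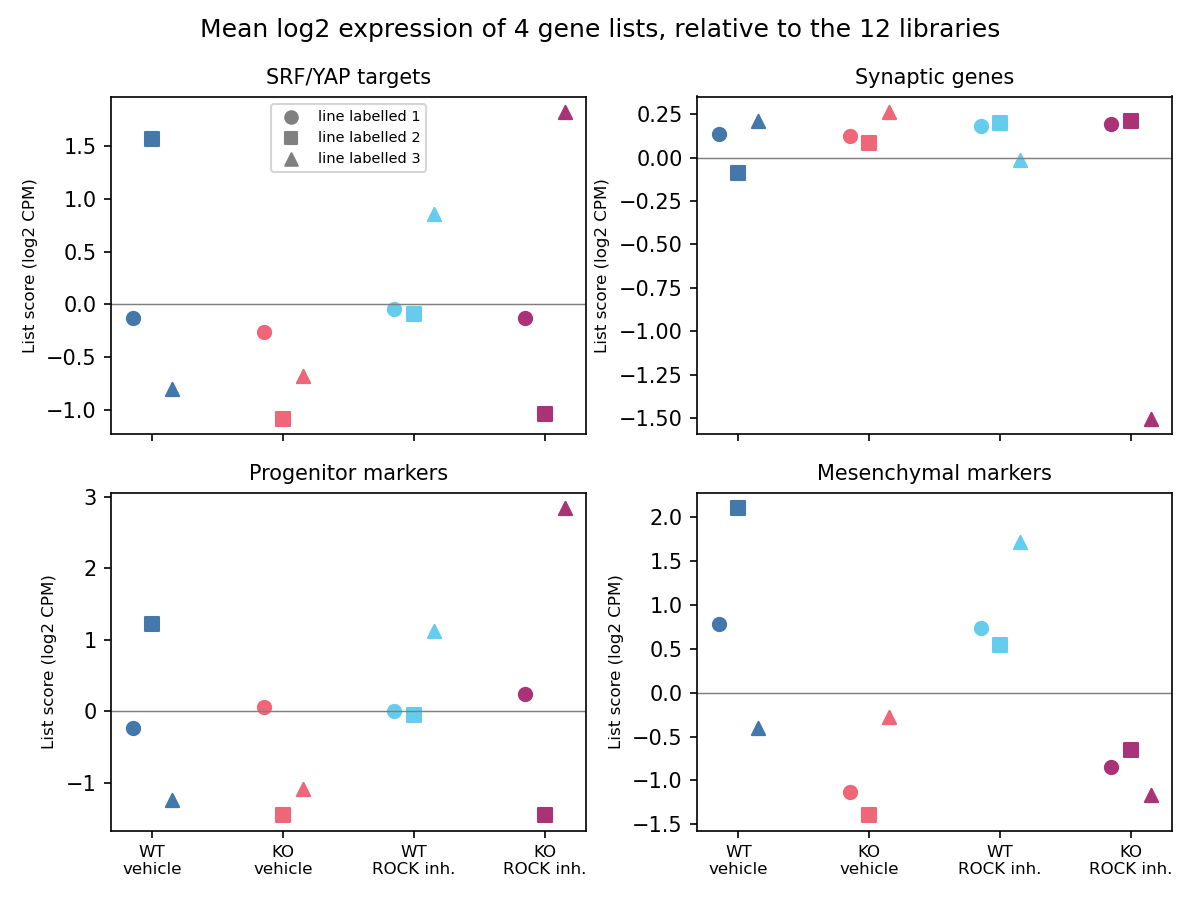
List scores (mean log2 CPM of a list minus its mean over the 12 libraries, vertical axes) of 4 gene lists (SRF and YAP targets, synaptic genes, progenitor and mesenchymal markers) in each library, by group (horizontal axes), with the symbol giving the line. The KO inhibitor library of line 3 has the lowest synaptic score (-1.50) and the highest progenitor score (2.84), and the WT vehicle library of line 2 has the highest mesenchymal score (2.10).

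The marker lists gave 9 of 30 camera tests with an adjusted p below 0.05, and 0 under fry or an estimated correlation (2 each at an unadjusted p below 0.05). Mesenchymal markers (12 genes) were lower in KO, with a median log2 difference of -1.90 in vehicle (lower in 11 genes, camera adjusted p of 3.53e-13, fry adjusted p of 0.475) and -2.15 in inhibitor (lower in 12 genes, camera adjusted p of 1.28e-10, fry adjusted p of 0.475). Over the means of the lines, the difference in this score between KO and WT lines was -1.82, with scores from -1.02 to -0.721 in KO and from 0.656 to 1.32 in WT lines. This separation holds for the means of lines and not for single libraries: the WT vehicle library of line 3 scored -0.406, below the KO vehicle library of line 3 (-0.276), and the mean of WT line 3 combines -0.406 and 1.72. The exact permutation test gave the smallest p that 3 against 3 lines allow (two-sided p of 0.1, adjusted p of 0.833 over 10 lists). The other camera calls were a GABAergic increase in KO vehicle and decrease with inhibitor in KO, an astrocyte increase in KO in inhibitor, and with inhibitor in KO and in the interaction increases of astrocyte and progenitor markers. Glutamatergic and pluripotent markers passed in none of the 5 comparisons.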

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

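The test of the pattern in this part was chosen after the 2 genes had been named, but before its result was seen. Among 18 results compared by line (4 lists and 14 named genes), 2 moved in opposite directions in the 2 genotypes. The antisense transcript B130046B21Rik rose with the inhibitor in 3 of 3 WT lines and fell in 3 of 3 KO lines (-0.049 on the log2 scale in KO line 3), a difference of -1.46 between KO and WT lines on the log2 scale. The antisense transcript 5033403F01Rik did the same, with a difference of -1.37. The difference was tested as an interaction in edgeR, where both had an adjusted p of 0.808, so neither passed. Both were named for having the smallest unadjusted p in that very test, and their being found among 18 results is therefore no evidence of its own. Over all 15443 genes tested, 289 (1.87%) moved in opposite directions in the WT and the KO lines. Independent directions in each line would give 3.13%. WT lines 2 and 3 moved against each other in the progenitor (-1.27 and 2.36) and mesenchymal (-1.56 and 2.12) scores, so directions need not be independent. Counts were low, from 14 to 36 for B130046B21Rik and from 4 to 15 for 5033403F01Rik, and each gene lies antisense to a gene with more reads (Ddn at 49.1 CPM and Slc35b3 at 9.51 CPM), so reads of the other strand could also enter. Selection from many genes cannot be told apart from a small response of opposite sign in these 2. The share over all genes cannot show whether opposite changes were in excess, since the share that chance gives here is not known. It does not bear on single genes either. The interaction test, which neither passed, is the test that picked them.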

How the results depend on the processing

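The counts of other splits and groupings below were taken after the counts for the real groups had been seen, except those of the list tests. In the 8 comparisons of groups, 0 genes passed in edgeR, and this held under RLE normalization, scaling by library totals, a mean of at least 1 CPM, limma on log2(cRPKM + 0.1), fits of the compared groups alone, and each fit that left out a library or a cell line (0 genes in each). RLE and scaling by totals moved the median gene by at most 0.04 and 0.07 on the log2 scale. The fits with a replicate block also gave 0 genes, by cell line for the treatment effects and the interaction and by number for the genotype effects; across genotypes a number marks different lines, and the deviations of libraries with the same number had correlations from -0.649 to 0.795. In the lists the fit with the replicate block gave 7 of 20 tests in place of 8 (the immediate early list in KO vehicle no longer passed, camera adjusted p of 0.0550), and changed no other call.

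DESeq2 called 11 genes for genotype in vehicle (1 higher, 10 lower), 18 in inhibitor (4 higher, 14 lower), 13 for treated KO against untreated WT (1 higher, 12 lower) and 88 over the line sums (7 higher, 81 lower), and 0 elsewhere; the cause was not tested. Limma on log2(cRPKM + 1) without a filter called 5, 1, 2 and 4 genes in the comparisons of genotype in vehicle, genotype in inhibitor, treatment in WT and treatment in KO. It called 3 each in the interaction, treated KO against untreated WT and treatment over both genotypes. These were 1700016C15Rik, Gm4763, Snora69, Iltifb, Gm27616 and Gm43791 (named after their values were seen), and none had a count above 2 in any library, so that these calls come from genes with almost no counts. Over the line sums, this fit and limma on log2(cRPKM + 1) with the filter each called 1 gene, Gm25442, with at most 1 count in any library (named after its values were seen). Without a filter on low counts, edgeR called 2 genes over the line sums, Ptprv and Dcn. For the fit without a filter the cause was not tested.

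Of the alternatives chosen after seeing the data, limma voom with sample weights called 2 genes for genotype in vehicle (Scn4b and Col25a1), 243 in inhibitor (120 higher, 123 lower), 1 for treated KO against untreated WT (Col25a1) and 158 over the line sums (28 higher, 130 lower), with the genes named after their values were seen. It gave the KO inhibitor library of line 3 a weight of 0.0339 and the WT vehicle library of line 2 a weight of 0.250, since a weight falls with the distance from the group. The weights come from the same values that are tested. No weighted fit was run without these libraries, and the cause was not tested. With the progenitor list score as a covariate, 2 genes were called for genotype in vehicle, 3 in inhibitor and 3 for treated KO against untreated WT, all lower in KO (Igf2 and Igf2os, then Ogn, Mfap4 and Igf2 in both others, named after their values were seen); the cause was not tested. It was not run over the line sums. Without the lines labelled 3, with or without a replicate block, 0 genes were called.

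Daam1 changed sign in some fits, with differences near 0. In vehicle it ranged from -0.080 to 0.061 across the 12 fits that each left out 1 library. In inhibitor the range was -0.42 to 0.18, with 0.024 under limma voom with sample weights and 0.074 without the lines labelled 3. No fit called Daam1.

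The number of list tests past the threshold ranged from 5 to 11 across the fits that each left out 1 library, with 5 without the WT vehicle library of line 2; it was 0 under fry and 0 under camera with an estimated correlation. The immediate early list in KO vehicle ranged from -0.38 to 0.023 across the same fits. For treatment in WT the SRF and YAP list ranged from -0.40 (without the WT vehicle library of line 3) to 0.50 (without that of line 2), and passed at both ends. The synaptic list ranged from -0.80 to 0.088 for genotype in inhibitor, from -0.87 to 0.044 for treatment in KO and from -0.88 to 0.0056 for the interaction; the upper end was in each case the fit without the KO inhibitor library of line 3. Camera's result also depends on the gene correlation it presumes: in 100 groupings of the 12 libraries (the real one included, 99 drawn at random), 73 gave as many list tests past the threshold, from 5 to 14 with a median of 8.

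The correlation between the KO effect in vehicle and the inhibitor effect in KO moved from -0.802 to -0.826 for genes with a mean of at least 1 CPM. With the genotype effect taken from the inhibitor libraries it was 0.752, and genotype in vehicle against treatment in WT, which share the WT vehicle libraries, gave 0.0530, where simulations with no change gave 0.475 to 0.526 (mean of 0.499). Across the fits that each left out 1 of the 9 libraries, chosen after seeing the data, it ranged from -0.876 to -0.236. In 100 groupings of these libraries (99 drawn) 42 gave an r as low as the real one when computed from group means, where the real one is -0.762. Apart from these, the named genes other than Daam1 and the called lists were compared under each alternative that gave them a value. Of these combinations of a result and an alternative, 50 changed: 13 stronger, 33 weaker and 4 reversed, and 436 did not.

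Among the splits of the same libraries, with the real split counted in each number, as many genes had an unadjusted p below 0.05 in 3 of 10 splits for genotype in vehicle, 5 of 10 for genotype in inhibitor, 8 of 10 for treatment in WT, 5 of 10 for treatment in KO, 6 of 10 for treated KO against untreated WT, 6 of 10 for the interaction (splits of the 6 lines) and 4 of 10 over the line sums. With 10 splits the share is never under 0.1. For the treatment over both genotypes it was 49 of 100 splits (the real one and 99 drawn). Among the splits that part every labelled pair of a line, 3 of 4 gave as many genes for treatment in WT, 3 of 4 for treatment in KO and 9 of 12 over both genotypes, the real split again included; the other splits put both libraries of some line on the same side. After adjustment, 1 split for treatment in KO gave 4 genes and 2 of the 100 over both genotypes gave calls, up to 929 genes, where the real groups gave 0. In simulations with the depth and spread of these libraries 20% of genes changed by 1 on the log2 scale were recovered and 72% of those changed by 2, so that most changes of 1 would be missed. The simulated genes were drawn independently, so these shares may be too high for these data.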

Other observations

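All tests in this part were chosen after the result was seen, except the test of other imprinted genes. For Meg3 and the mix of cells, and for mesenchymal markers and other non-neuronal cells, the tests given replaced earlier versions whose values had been seen; the first version of the latter set the KO minus WT difference of the progenitor (-0.279) and astrocyte (0.142) scores beside that of the mesenchymal score (-1.82). The test of the whole cluster of Meg3 was first read on Mirg alone, and Dio3 was added with its values seen.

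The KO inhibitor library of line 3 stood apart from the other 11. Low depth is excluded by its total of 29.6 M counts, within the range of the others, and so is a take-over by a few genes, since its 10 most abundant genes held 12.3% of counts, less than in any other library. The inhibitor as the cause is argued against by the other KO lines. There the progenitor list score changed by at most 0.169 with inhibitor, against 3.93 in line 3. This holds for KO lines only. In WT the score rose by 2.36 in line 3 and 0.237 in line 1, and fell by 1.27 in line 2. A smaller share of neurons with every other cell type raised alike is argued against by its mesenchymal list score of -1.17. What stays open is a larger share of progenitor-like cells, which may explain its progenitor list score of 2.84, the highest of the 12. The rise was not confined to that list: the astrocyte score (2.09) and the pluripotent score (1.97) were also the highest of the 12 in this library, so that progenitor-like cells need not be the whole of it. Vim was at 578 CPM there and at most at 266 CPM elsewhere, Fabp7 at 175 against at most 26.9 CPM, and Sox2 at 20.4 against at most 2.64 CPM. None of the 12 progenitor genes is on another list, and all 12 passed the filter on low counts over these libraries. Whether a biological difference between the cultures of this line led to it was not tested.

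That library also held 0 counts of the Y-linked genes Ddx3y, Uty and Eif2s3y and 3 counts of Kdm5d. The vehicle library of the same labelled line held 836 counts of Ddx3y, 344 of Uty and 559 of Eif2s3y. At the level of that library, 1031 Ddx3y reads would have been counted, which excludes depth. The other 11 libraries held at least 21.1 CPM over the 4 genes, and the other 5 inhibitor libraries held at least 21.1 CPM too, so that neither another mix of cells of a male line nor the inhibitor accounts for it. Xist was at 0.0636 CPM, which argues against a female line with an inactive X. Meg3 was at 0.382 CPM, the lowest of the 12, where WT libraries held at least 8.57 CPM. A library of a WT line under a KO label cannot be told apart from a KO line by Lrmp, at 0.127 CPM here, since the WT inhibitor library of line 3 was also low. Loss of the Y chromosome in culture and a library of another line cannot be told apart either. Among the 3 vehicle libraries of the same genotype, that of the own labelled line was nearest for 2 of 6 inhibitor libraries. That is as many as chance gives, and the search did not reach the other genotype. Over all libraries, this one was most correlated with the WT vehicle library of line 2 (r of 0.923). The WT inhibitor library of line 3 followed (0.922), and KO libraries reached at most 0.873. Both WT libraries also had high progenitor scores (1.22 and 1.12), so this cannot tell the line from the mix of cells. KO line 1 was low in the same genes in both its libraries (28.7 and 21.1 CPM over the 4 genes), and the other libraries held from 50.1 to 118 CPM.

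The WT line labelled 3 also differed between its 2 libraries. Meg3 (ENSMUSG00000021268, chromosome 12, 109541001 to 109571726), a maternally expressed imprinted RNA, was at 450 CPM in the inhibitor library and 19.1 CPM in the vehicle library. No other library held more than 22.6 CPM, so a swap of labels within the series would not explain this value. Whether labels were swapped is another question, which Meg3 cannot decide. Across genes, deviations from group means had r of 0.729 between the WT vehicle library of line 2 and the WT inhibitor library of line 3. Between the WT vehicle library of line 3 and the WT inhibitor library of line 2 r was 0.564. The labelled pairs had r of -0.553 (line 2) and -0.723 (line 3). In WT lines 1 and 2 Meg3 differed between inhibitor and vehicle by at most 0.93 on the log2 scale, which argues against the inhibitor. The WT vehicle library of line 2, with higher progenitor and mesenchymal scores, held 8.57 CPM, which argues against another mix of cells. Mirg, another counted RNA of this imprinted cluster, was also higher (119 against 9 counts, a log2 difference of 3.36 with 0.1 CPM added to each value). Dio3, also counted there, was lower (43 against 72 counts, -0.69). The direction that a change of the whole cluster would give Dio3 was not set beforehand. These values therefore cannot tell a change of the whole cluster from a change of part of it. A general loss of imprinting is argued against by 6 other imprinted genes, with a median absolute log2 difference of 0.197, although H19 (2.37) and Plagl1 (1.39) were also higher. Lrmp was at 0.595 CPM in the inhibitor library and 16.3 CPM in the vehicle library, while the other WT libraries held 5.65 to 20.3 CPM. A library of another line cannot be told apart from a change of this line in culture, as no genotype is recorded in gene counts. Among KO libraries Meg3 was between 0.382 and 2.90 CPM, below every WT library. These differences between libraries of 1 labelled line enter the spread that the comparisons are tested against.

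Mesenchymal markers were lower in KO lines. The share of splits of the 6 lines with a difference as large gives an exact permutation p of 0.1, the smallest that 3 against 3 allows, so chance stays open. Among single genes, DESeq2 over the line sums called Col1a1, Col1a2, Col3a1, Col5a1, Col6a1, Dcn, Fbn1, Lum, Pdgfrb and Postn lower in KO. The DESeq2 adjusted p ranged from 1.09e-29 (Dcn) to 0.00638 (Col6a1). These p-values leave out the spread between the 2 libraries of a line. Thy1 and Twist1 were not called, and edgeR with its filter called no gene there. A smaller share of every non-neuronal cell type cannot be told apart from a difference in mesenchymal markers alone. The mesenchymal score minus the progenitor or the astrocyte score left a gap of 0.286 or 1.36 between the lowest WT and the highest KO line, but minus the pluripotent score (6 genes tested) the lines overlapped (gap of -0.048), and KO line 2 was also low in the progenitor (-1.45) and pluripotent (-1.45) scores. Fewer mesenchymal-like cells in the KO cultures is a hypothesis that 11 of 12 genes follow, with Col3a1 at 165 CPM in WT and 17.5 CPM in KO and Col1a2 at 92.0 and 13.5 CPM. The exception was Thy1 (334 and 407 CPM), which neurons also express, and Twist1 differed little (9.69 and 8.02 CPM). None of the 12 is on another list. Collagens and other matrix genes could equally be expressed at a lower level per cell, which was not tested. Whether the 3 KO lines come from a single parent clone is not stated in the labels, so a difference between clones stays open too, untested.

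Fewer genes had an unadjusted p below 0.05 than chance gives in the genotype comparison in vehicle (307 against 772). A candidate explanation is the spread added by the KO inhibitor library of line 3, which is not part of that comparison but enters the shared estimate of the spread. Without it 1336 genes had such a p, above what chance gives, and 0 passed after adjustment (smallest edgeR adjusted p of 0.0665, and from 0.0665 to 1.00 over the fits that each left out 1 library).

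Whether the list results go with the mix of cells was tested on the changes between the inhibitor and the vehicle library of the 6 lines, each list against the progenitor list (4 relations adjusted together, of which 3 are given, exact permutation of 720 orders, two-sided). The change of SRF and YAP targets followed that of the progenitor list (Pearson's r of 0.979, p of 0.00278, adjusted 0.00370; Spearman's coefficient of 0.943, p of 0.0167, adjusted 0.0222), with r of 0.992 without KO3 and WT3, the 2 lines farthest from the median. Of the 4 lines left, WT2 changed by -1.27 in the progenitor score and the other 3 by -0.0028 to 0.237, so that WT2 alone fixes that r, for the other lists too, and it shows no stability. The relation rests on KO3, WT3 and WT2. Synaptic genes went the other way (r of -0.900, p of 0.00139, adjusted 0.00370; Spearman's coefficient of -1, p of 0.00278, adjusted 0.0111; r of -0.985 without these lines). For immediate early genes it was open (r of 0.718, p of 0.122, adjusted 0.122; Spearman's coefficient of 0.714, p of 0.136, adjusted 0.136; r of 0.815 without these lines). For the inhibitor effect in KO and the interaction, the SRF and YAP and the synaptic list calls may reflect a mix of cells that differed between cultures. The genotype calls of these lists (SRF and YAP targets in KO vehicle, synaptic genes in KO in inhibitor) are differences between lines. A test of changes within lines does not reach them, and the immediate early calls are not covered either. The progenitor score rose with the inhibitor by 2.36 in WT line 3 and fell by 1.27 in WT line 2. The relation rests on the labelled lines being what the labels say, which the Y-linked and Meg3 values leave open for the lines labelled 3. The correlations of deviations across genes leave it open for WT line 2 too.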
